A study of Homo sapiens with 9 samples. Its data were reported in "METTL3 drives telomere targeting of TERRA lncRNA through m6A-dependent R-loop formation: a therapeutic target for ALT-positive neuroblastoma" (2024).

How the data were processed

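RNA was measured in U2OS cells, an osteosarcoma line that keeps its telomeres by the alternative lengthening (ALT) pathway, carrying either a control short hairpin (Control-sh) or a hairpin against METTL3 (METTL3-KD). METTL3 is the catalytic subunit of the m6A methyltransferase. RNA was also measured in SK-N-FI, an ALT-positive neuroblastoma line that the labels spell SK-N-F1. The labels describe 9 samples in 9 groups of 1. Of these, 5 have a column of counts. Inputs of Control-sh, METTL3-KD and SK-N-FI, called nuclear RNA in the labels, were sequenced on an Illumina instrument. Poly(A)-selected RNA of Control-sh and METTL3-KD was sequenced directly on an Oxford Nanopore (ONT) device. The 4 immunoprecipitation samples (m6A and IgG RIP) were not analysed here. For SK-N-FI one label field gives total RNA and another nuclear RNA, so the RNA fraction may differ together with the cell line. For the U2OS inputs the labels give nuclear RNA, while the methods of the study describe cellular RNA for m6A RIP-seq without a nuclear isolation. The word nuclear follows the labels below, and the fraction of these inputs stays uncertain.

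The deposited values are whole-number counts of reads per annotated feature, which the authors left unnormalized. Per the submitters' processing notes, the tools were Trim Galore 0.6.6, FastQC 0.11.9, HISAT2 2.2.1 and Picard 2.23.4, with the telomere-to-telomere CHM13 assembly as genome. According to the methods of the study, Illumina libraries were made with a stranded kit, aligned with strand information to that assembly joined with the Escherichia coli genome used as a spike-in, and cleared of duplicates, and replicate U2OS libraries were pooled. The methods also describe downsampling of input and m6A RIP alignments by spike-in factors, and whether the counts were made before or after it was not given in the sources used here. ONT reads came from 1 replicate per condition and were aligned with minimap2. The counting settings, including the handling of strand, multi-mapping and long reads, were not given in the sources used here. ONT counts sum to more than the read yields given by the study, so single ONT reads were counted more than once, and every interval, limit and simulation below that takes ONT counts as separate reads understates the counting error. Removal of duplicates from single-end reads can cap the count of short, abundant transcripts. The highest Illumina count was 7860, and the highest ONT count was 19436.

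The count table holds 61394 features. Of these, 59686 carry only an assembly-specific identifier, and these took 99.4% to 99.7% of the counts in each library. The files do not pair these identifiers with gene names. A further 719 features bear clone names and 989 other names. After features linked to the Y chromosome were left out, 557 named features remained, of which 522 matched a symbol or synonym in the RefSeq gene table. That table describes another assembly and was used only for names and transcript classes. The 30 gene lists fixed before the data were examined held 697 genes, and 0 of them occurred by symbol. The lists, the level of METTL3 itself and the control transcripts TUG1, HPRT1 and GAPDH were therefore not analysed here, and the labels of the knockdown could not be checked against the targeted transcript.

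Each comparison had 1 library on each side, so none gave a p-value by itself and differences carry no replicate check. P-values came only from the edgeR and DESeq2 fits over the 4 U2OS libraries described below, with assay or hairpin as a block. The log2 ratio of TMM-scaled CPM (counts scaled to equal library totals) was taken for every feature with 20 or more counts over the 2 libraries, with 0.5 added to each count, in edgeR 4.0.16 under R 4.3.3. An exact Clopper-Pearson 95% interval of the share of counts in the first library gave the counting error. Reads without molecular identifiers are not independent molecules, so all intervals and limits cover counting error alone. A feature was counted as higher or lower when its ratio was at least 2-fold and its interval excluded no difference. A count of 0 was set to a limit of 3 counts per library. Named features were, in each comparison, up to 10 with the highest and up to 10 with the lowest ratio among those with 100 or more counts, ranked by the interval bound nearest to no difference and leaving out identifiers, clone names, XIST and Y-linked genes. Features changed in both assays were ranked by the smaller of the 2 bounds. Counts of named features of 1 RefSeq class were also summed. Many named features are pseudogenes or near-identical copies that can share reads, so their values are uncertain.

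The procedure was tested on simulated counts drawn from the real levels and library totals, with 200 changed genes, and on counts drawn with no changed gene. For METTL3-KD against Control-sh in Illumina input, 99% of 4-fold and 42% of 2-fold changes were recovered over 32783 genes, and 373 unchanged genes were called. For ONT, 99% and 44% were recovered over 12836 genes, with 127 unchanged genes called. For SK-N-FI against Control-sh, 95% and 48% were recovered over 31978 genes, with 379 unchanged genes called. A 2-fold change sits on the threshold itself, so about this share is passed. For ONT against Illumina, 95% and 47% were recovered over 29829 genes in Control-sh with 394 unchanged genes called, and 97% and 35% over 23615 genes in METTL3-KD with 252 called. With data of both assays simulated at 11200 genes and a dispersion of 0.02, the edgeR fit with assay as a block recovered 100% of 4-fold changes and 69% of 2-fold changes, and the DESeq2 fit 88% and 19%. The simulated knockdown changes were the same in both assays, so recovery in the data may be lower. For ONT against Illumina with the hairpin (Control-sh or METTL3-KD) as a block, the edgeR fit recovered 96% and 46% over 23308 genes. In all simulations of ONT against Illumina, unchanged genes had the same pooled level in both assays. In the Control-sh data the median log2 ratio was -2.2, and 17333 of 29787 features were lower with ONT. These shares therefore do not measure recovery or false calls for that comparison.

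Alternatives were DESeq2 1.42.0 size factors, total counts, leaving out 108 mitochondrial and short non-coding RNA names, filters of 5 and 100 counts, a bound itself past 2-fold, a 1.5-fold rule, thinning of the deeper library, ONT counts halved as if each read were counted 2 times, edgeR quasi-likelihood fits over the 4 U2OS libraries with assay or hairpin as a block, and a DESeq2 fit with assay as a block. The block fits leave 1 residual degree of freedom. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.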

Results

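RNA levels were compared between Control-sh and METTL3-KD U2OS cells in input RNA labelled nuclear (Illumina) and in poly(A) RNA (ONT direct RNA sequencing). The ALT-positive lines SK-N-FI and U2OS were compared in Illumina input. Each of the 5 groups had 1 library. The Illumina totals were 5655927 counts for Control-sh, 4483879 for METTL3-KD and 2057828 for SK-N-FI. Whether these counts were made before or after the downsampling of alignments to the spike-in was not given in the sources used here. The ONT totals were 2686419 counts for Control-sh and 2300234 for METTL3-KD. Both exceed the read yields given by the study, so reads were counted more than once and all ONT intervals below are too narrow. Illumina libraries held counts for 54882, 52073 and 50714 features in that order, and the ONT libraries for 21640 and 21089. The 100 most abundant features took 5.18% of the Control-sh Illumina counts and 22.8% of the Control-sh ONT counts. A count of 0 allowed up to 0.530 CPM (total-scaled counts) in the Control-sh input and up to 1.46 in the SK-N-FI input.

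The first comparison asked which nuclear RNAs differ after METTL3 knockdown. The RNA45S features, the best covered named ones, differed by less than 2-fold between METTL3-KD and Control-sh nuclear input. They span the precursor of ribosomal RNA, and their counts do not separate the precursor from mature ribosomal RNA. The copies RNA45S3, RNA45S4 and RNA45S5 had log2 ratios of 0.20 (95% counting interval 0.10 to 0.29), 0.18 (0.09 to 0.27) and 0.21 (0.04 to 0.38). RNA45S1 was at -0.01 (-0.12 to 0.10) and RNA45S2 at 0.06 (-0.11 to 0.22), and the signs of these 2 copies turned under DESeq2 size factors and total counts, respectively. The subtelomeric pseudogene WASH6P had 194 counts in METTL3-KD and 204 in Control-sh, a log2 ratio of 0.41 (0.11 to 0.70). The small nucleolar RNA SNORD3C, a copy of the U3 RNA that takes part in ribosomal RNA processing, was at 0.45 (0.03 to 0.87), and the long non-coding RNA LINC01410 at 0.39 (0.02 to 0.75). NCOR1P4, MTND3P22 and POLR2J3 had ratios of 0.50, 0.48 and 0.41 with intervals that included no difference, as did SNX18P12 at -0.19, SNX18P10 at -0.25 and PKD1P6 at -0.02. The sign of PKD1P6 turned under DESeq2 size factors. Of these 14 features, 6 had intervals above no difference with TMM scaling and 0 with total counts, under which those of RNA45S1 and SNX18P12 lay below it, while features with 1000 or more counts had a median of 0.26.

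None of the 17 named features with 100 or more counts passed the 2-fold rule in nuclear input. Among all 76 named features tested, 1 was higher and 4 were lower, and these are named here after their values were seen. U2, the spliceosomal small nuclear RNA, had 47 counts in METTL3-KD and 14 in Control-sh, a log2 ratio of 2.19 (1.34 to 3.20). With ONT, U2 had 5 counts in METTL3-KD and 11 in Control-sh, below the minimum of 20 for a ratio. The named small nuclear RNA features without U2 had 7 and 9 counts in nuclear input. FRG2C was lower at -1.91 (-4.04 to -0.50), PPP1R26P3 at -1.56 (-3.72 to -0.09), CDC27P1 at -1.29 (-2.81 to -0.11) and GSTT4 at -1.22 (-2.63 to -0.10). With ONT, CDC27P1 was at -0.14 (-0.71 to 0.42), an interval that included no difference. Over all 32697 features tested, 73 were higher and 1759 lower. Simulated libraries of the same totals without any difference gave 181 higher and 176 lower features. In the data, features with 20 to 49 counts held 53 of the higher features and had a median log2 ratio of -0.39. The simulation had no such shift, so it cannot decide whether the higher features exceed counting error. The lower features lay at low levels: 1068 of them had 20 to 49 counts, and 0 had 500 or more. Features with no ONT count made up 81.5% of the lower features against 42.1% of all tested features. Their median log2 ratio was -0.40, against 0.33 for features with 1000 or more ONT counts. Total counts as scaling moved the median of all features by -0.14 and gave 32 higher and 2820 lower features.

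**Figure D1:**
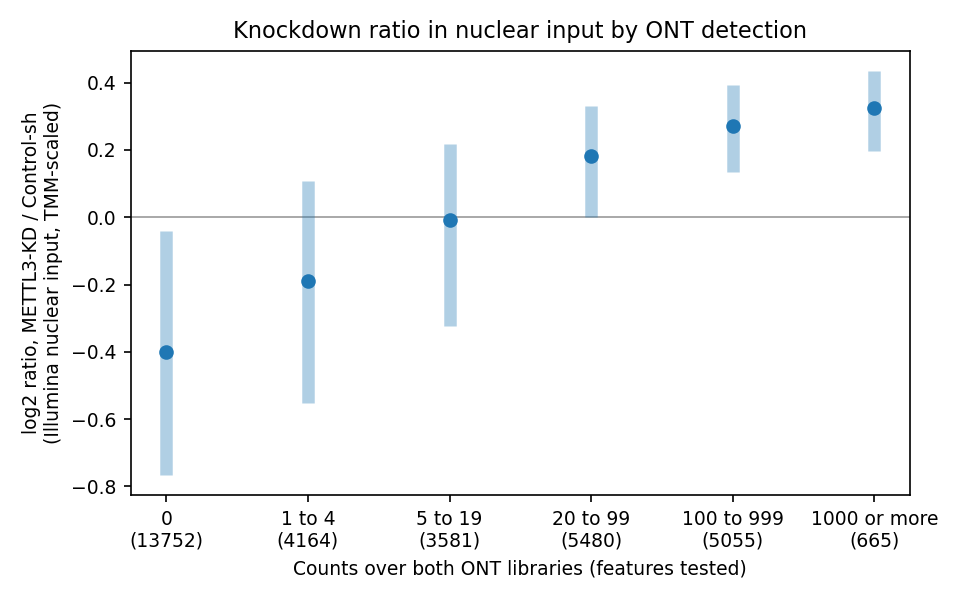
Median log2 ratio of METTL3-KD over Control-sh in Illumina nuclear input (vertical axis, TMM-scaled, points) with the range from the lower to the upper quartile (bars), for features grouped by their counts over both ONT libraries (horizontal axis, number of features tested in parentheses). The median went from -0.40 without ONT counts to 0.33 at 1000 or more ONT counts. Features were not matched on Illumina count level.

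The same question was put to poly(A) RNA with ONT reads. The cancer/testis antigen transcript CT45A1 had the highest ranked ratio at 0.44 (0.06 to 0.82), with 129 counts in METTL3-KD and 111 in Control-sh. LINC01410 was at 0.42 (0.02 to 0.81) and POLR2J3, a copy of an RNA polymerase II subunit gene, at 0.24 (0.01 to 0.47). The ribosomal RNA features RNA45S3 and RNA45S4, which poly(A) selection should remove, were at -0.51 (-0.81 to -0.22) and -0.46 (-0.73 to -0.19). The copies RNA45S1, RNA45S2 and RNA45S5 were at -0.09 (-0.37 to 0.20), -0.42 (-0.94 to 0.08) and -0.11 (-0.60 to 0.37), intervals that included no difference. By RNA mass before library preparation, the study measured more residual ribosomal RNA in the METTL3-KD than in the Control-sh poly(A) RNA. A share of mass and sequenced counts are unlike measures, so their directions need not be the same. FKBP4P8 was at -0.68 (-1.18 to -0.20), MIR1244-3 at -0.45 (-0.79 to -0.12) and NCOR1P4 at -0.30 (-0.47 to -0.13). ATP5F1AP1, LIMS3 and RPL12P16 also had intervals below no difference, at -0.29, -0.56 and -0.08. CBWD4P, FRG1BP, MIR7705, RPL41P1, SLX1A-SULT1A3, MT-RNR1, MYO5BP2, FKBP4P7 and BOLA2B had intervals that included no difference. MT-RNR1, the small ribosomal RNA of mitochondria, had 616 and 716 counts and a ratio of 0.00 (-0.15 to 0.16). With ONT counts halved, as if each read were counted 2 times, only RNA45S3, RNA45S4 and NCOR1P4 of these features kept intervals that excluded no difference.

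None of the 36 named features with 100 or more ONT counts passed the 2-fold rule. Among all 60 named features tested, 0 were higher and 2 were lower, named here after their values were seen. HERC2P4 had 0 counts in METTL3-KD and 26 in Control-sh, 7.44-fold lower with the 0 set to 3 counts. The bound of its counting interval was nearer to no difference, at a log2 ratio of -2.49, and at -1.39 with ONT counts halved. In nuclear input HERC2P4 had 37 and 57 counts and a ratio of -0.14 (-0.78 to 0.48). DDX11L16 was at -1.26 (-2.59 to -0.17), with an interval that included no difference once ONT counts were halved. Over all 12833 features tested, 627 were higher and 633 lower, against 273 higher and 292 lower in simulated libraries without any difference where each read was counted 2 times. Reads counted more often at some features than at others were not simulated. The median log2 ratio was 0.00, and features with 1000 or more counts spread around -0.02 with a scaled median absolute deviation of 0.17.

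The 2 assays share no library, so their counting errors are independent. Among named features, LINC01410 was the one whose interval lay above no difference in both assays, at 0.39 in nuclear input and 0.42 in poly(A) RNA. With total counts as scaling its nuclear interval (-0.12 to 0.61) included no difference, and with ONT counts halved so did its ONT interval (-0.15 to 0.98). RNA45S3 and RNA45S4 had intervals above no difference in nuclear input, with TMM scaling but not with total counts, and below it in poly(A) RNA. The ONT intervals of the copies RNA45S1, RNA45S2 and RNA45S5 included no difference. For NCOR1P4, WASH6P, WASH7P and WASH8P the nuclear ratios were 0.50, 0.41, 0.48 and 0.56 and the ONT ratios -0.30, -0.19, -0.30 and -0.46. The intervals of WASH7P and WASH8P, pseudogenes of the subtelomeric WASH family named here after their values were seen, included no difference in each assay. So did the ONT interval of WASH6P (-0.62 to 0.24) and the nuclear interval of NCOR1P4. None of these features had intervals on opposite sides of no difference. WASH7P had 25 nuclear counts in each library, so its nuclear ratio comes from the scaling.

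Of 11200 features with 20 or more counts in each assay, 4 were higher in both and 3 were lower in both. Independent lists of the same lengths would share 1.19 and 1.81. CHM13_G0033183 had 214 counts in METTL3-KD and 142 in Control-sh input, a log2 ratio of 1.07 (0.76 to 1.39), and 44 and 10 counts with ONT, a ratio of 2.304 (1.346 to 3.514). CHM13_G0013176 was at 1.24 (0.61 to 1.90) and 1.73 (0.98 to 2.59). CHM13_G0029047 was lower at -1.16 (-2.11 to -0.36) and -1.11 (-2.37 to -0.06), and CHM13_G0016133 at -1.31 (-2.99 to -0.05) and -1.75 (-2.56 to -1.06). With ONT counts halved, 4 stayed higher and 2 lower in both, without CHM13_G0029047. Across features, which are not independent replicates, Spearman's rho of both ratios was 0.0805. Shuffled ratios gave between -0.0317 and 0.0309 in 1000 permutations. Relative to the median of each assay, 52.8% of features had the same sign. Over these 11200 features, an edgeR quasi-likelihood fit with assay as a block gave 0 at an adjusted p below 0.05. It gave 257 at an unadjusted p below 0.05, and DESeq2 gave 0 and 93 in that order. Both unadjusted counts are below a share of 0.05 of the features, the share expected without any difference. The fits take their residual from the disagreement of the knockdown ratios between the assays. They were conservative for these data and cannot show that no feature changed.

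**Figure D2:**
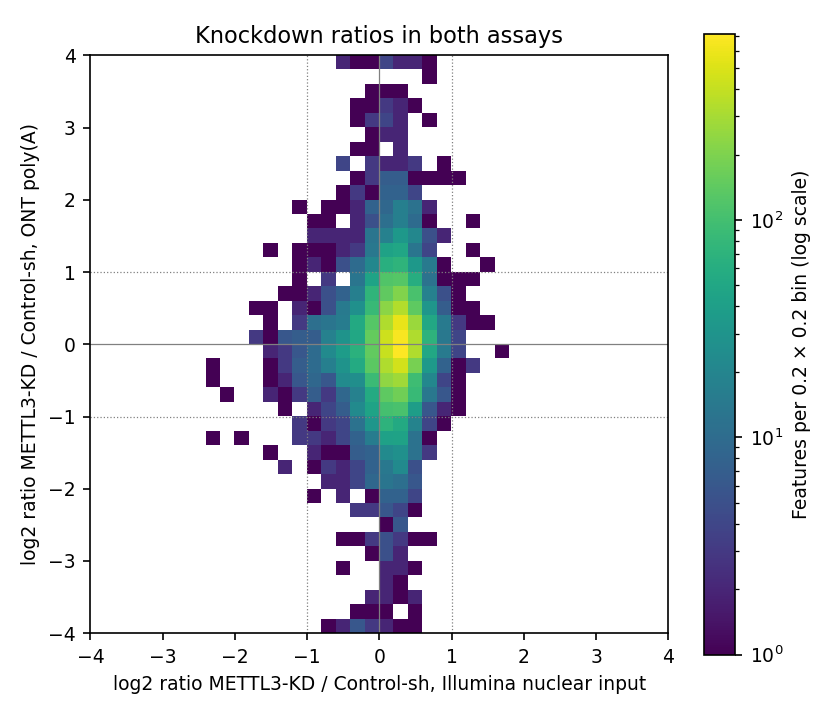
Number of features (color, log scale) by log2 ratio of METTL3-KD over Control-sh in Illumina nuclear input (horizontal axis) and in ONT poly(A) RNA (vertical axis), for 11200 features with 20 or more counts in each assay. Dotted lines mark 2-fold, values past the axes were placed in the outermost bins, and the cloud shows little slope (rho 0.0805).

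SK-N-FI was compared with U2OS Control-sh to see how the ALT-positive lines differ, with the limit that RNA fraction may differ too. How far library preparation removed ribosomal RNA in each library was not measured either, so ratios of ribosomal RNA features may reflect that step. The counts of RNA45S features do not separate precursor from mature ribosomal RNA. All named ones had ratios above no difference, and 1 of the 5 passed the 2-fold rule. RNA45S1, which did, was at a log2 ratio of 1.202 (1.096 to 1.307), RNA45S2 at 0.87 (0.70 to 1.04), RNA45S4 at 0.87 (0.78 to 0.97), RNA45S3 at 0.70 (0.59 to 0.80) and RNA45S5 at 0.28 (0.08 to 0.49). FRG1BP, a transcribed copy of FRG1, had 71 counts in SK-N-FI and 35 in Control-sh, a ratio of 2.43 (1.83 to 3.06). POTEG, a member of the POTE ankyrin family, was lower at -3.22 (-4.65 to -2.24), with 7 and 186 counts. SNX18P12 was lower at -2.61 (-3.60 to -1.86) and PKD1P6 at -1.44 (-2.22 to -0.79). WASH6P was at -0.41 (-0.87 to 0.01), SNORD3C at -0.10, LINC01666 at 0.22, LINC01410 at 0.20 and SNX18P10 at 0.01, all with intervals that included no difference. The sign of SNX18P10 turned when the deeper library was thinned.

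Summed over named features of a RefSeq class, small nuclear RNAs had 60 counts in SK-N-FI against 23, a log2 ratio of 2.80 (2.08 to 3.56), and 1.51 (0.40 to 2.63) without RNU1-4. Transcribed pseudogenes were at 0.44 (0.20 to 0.67), and at 0.02 (-0.25 to 0.29) without FRG1BP. Long non-coding RNAs were at 0.01 (-0.21 to 0.23). MicroRNA features were at -0.84 (-1.50 to -0.23), at -0.31 (-1.02 to 0.35) without MIR3648-1, and at 0.21 (-0.62 to 1.00) without MIR3648-1 and MIR548I1. Of the members tested, 2 of 2 small nuclear RNAs were higher and 2 of 2 microRNA features lower. Of 12 transcribed pseudogenes, 4 were higher and 3 lower, and of 12 long non-coding RNAs, 1 was higher and 2 were lower. WASH7P, chosen after its values were seen, had 0 counts in SK-N-FI and 25 in Control-sh, 3.12-fold lower with the 0 set to 3 counts. Its counting bound was nearer to no difference, at a log2 ratio of -1.24. Over all 31952 features tested, 3896 were higher and 3972 lower, and simulated libraries without any difference gave 203 and 200. At 1000 or more counts the scaled median absolute deviation of the log2 ratio was 0.71, against 0.15 for METTL3-KD over Control-sh in the same assay.

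**Figure D3:**
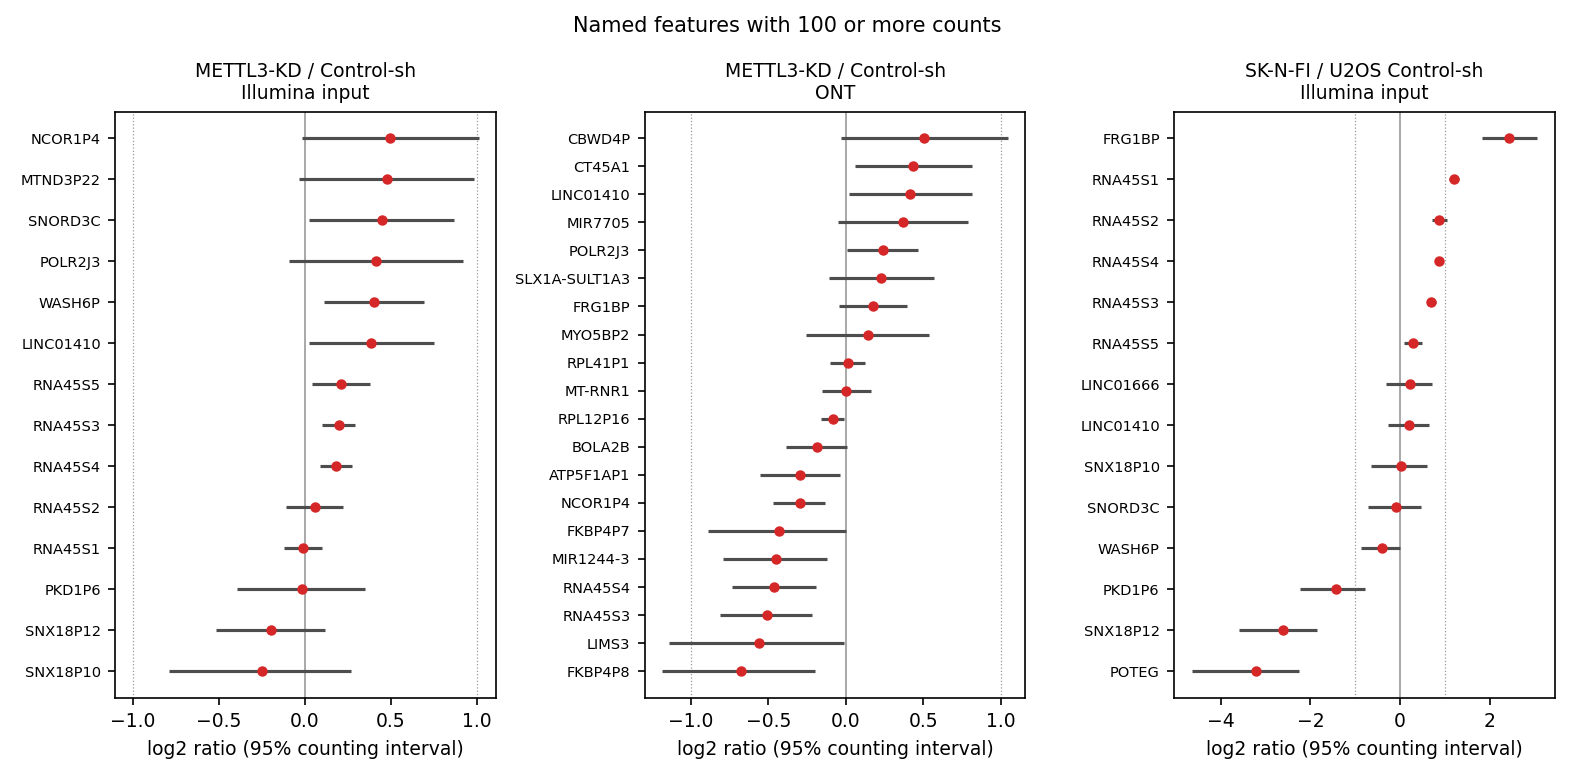
Log2 ratios (horizontal axis, points) with 95% counting intervals (lines) of the ranked named features with 100 or more counts, for METTL3-KD over Control-sh in Illumina input (left) and ONT (middle) and for SK-N-FI over U2OS Control-sh (right). Dotted lines mark 2-fold, which 0 features pass in the left and middle panels, while POTEG and SNX18P12 lie lowest and FRG1BP highest in the right panel.

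ONT and Illumina libraries of the same cells were set side by side to show which transcripts each assay sees. Platform, poly(A) selection and RNA fraction differ together here. In Control-sh, the ribosomal protein pseudogenes RPL12P16 and RPL41P1 ranked first and next by their interval bounds. RPL12P16 had 3282 ONT and 8 Illumina counts, a log2 ratio of 10.96 (10.06 to 12.26), RPL41P1 was at 9.85 (8.90 to 11.27), and the cancer/testis antigen XAGE1A at 7.92 (7.46 to 8.46). BOLA2B, LINC02802, ATP5F1AP1, FKBP4P7 and MT-RNR1 were at 10.03, 10.22, 10.04, 7.86 and 6.92. BCAP31P2 and MIR1244-3 had 0 Illumina counts and were 389.6-fold and 336.4-fold higher with ONT when the 0 was set to 3 counts. Their lower counting bounds were nearer to no difference, at 8.30 and 8.08 on the log2 scale. POTEG, PKD1P6 and SNORD3C were lower with ONT at -3.86 (-7.23 to -2.30), -3.04 (-5.55 to -1.69) and -2.94 (-6.32 to -1.36). The RNA45S features were between -0.65 and -0.39 in Control-sh and between -1.17 and -0.33 in METTL3-KD. SNX18P12 was at -0.08 in Control-sh, and its sign turned under DESeq2 size factors.

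In METTL3-KD cells RPL12P16, RPL41P1 and XAGE1A were again higher with ONT, at 11.82, 11.11 and 8.58, and POTEG lower at -4.33. BOLA2B, LINC02802, ATP5F1AP1, MIR1244-3 and MT-RNR1 were at 9.51, 9.68, 9.41, 8.61 and 7.09, BCAP31P2 and MIR7705 were at least 290-fold and 161.6-fold higher against 3 counts (lower counting bounds 7.87 and 7.01), and PKD1P6 and SNORD3C were at -1.77 and -1.09. Summed pseudogenes were at 4.60 (4.52 to 4.69) in Control-sh and 4.79 (4.68 to 4.89) in METTL3-KD, and long non-coding RNAs at 2.77 (2.62 to 2.92) and 2.82 (2.64 to 2.99). A few members made up much of these sums. RPL12P16 and RPL41P1 gave 3282 and 1345 of the 6238 ONT pseudogene counts in Control-sh, and LINC02802 gave 346 of the 832 long non-coding RNA counts. Without RPL12P16 the pseudogenes were at 3.54 and 3.72, and without LINC02802 the long non-coding RNAs were at 2.00 and 2.11. Of 35 pseudogenes tested in Control-sh, 23 were higher and 8 lower with ONT, and of 13 long non-coding RNAs, 7 were higher and 5 lower. In METTL3-KD, 20 of 25 pseudogenes were higher and 4 lower, and 4 of 9 long non-coding RNAs were higher and 3 lower. Of 23308 features tested in both Control-sh and METTL3-KD cells, 5091 were higher and 11150 lower with ONT in both, and 27 went opposite ways. Total counts as scaling lowered all these ratios by 1.29 in each and gave 3182 higher features.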

Values the study reported

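The study reported a yield of 1.65M long reads for Control-sh and 1.35M for METTL3-KD cells. By slot blot, it also reported TERRA to be 15% lower in total RNA of METTL3-KD cells and 36% lower in the nuclear input of an hnRNPA2B1 immunoprecipitation. In its short-read and long-read RNA-seq, the study found the change of TERRA over all subtelomeres not statistically significant.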

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

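The tests of the scaling factor, the background reads and the pseudogenes were chosen after the results they measure were seen, and the depth, shared-count and counting-error tests before, although the number of features sharing ONT counts and the low correlation were known.

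One feature, chosen after its values were seen, went opposite ways under METTL3 knockdown in the 2 assays. It was lower in nuclear input, at a log2 ratio of -1.16 (-1.55 to -0.79) with 77 counts in METTL3-KD and 240 in Control-sh. With ONT it was higher, at 1.34 (0.12 to 2.80) with 18 and 8 counts. Once ONT counts were halved, its ONT interval (-0.45 to 3.54) included no difference. The difference between the assays was not tested.

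Lower METTL3-KD counts in nuclear input were concentrated in features without ONT counts, which took 12.7% of the Control-sh counts, 8.96% of the METTL3-KD counts and 15.9% of the SK-N-FI counts. Lower features still outnumbered higher ones by 22.4 to 1 after the Control-sh library was thinned to the METTL3-KD total. Unequal totals of the finished counts therefore do not account for the excess of lower features. Random thinning of finished counts lowers all features alike on average. It cannot test effects of depth before counting, such as removal of duplicates or downsampling, so these stay open. One scaling factor per library, or a few abundant features, would move all features alike, but the pooled log2 ratio of features without ONT counts was -0.60 below that of features with 20 or more. A candidate explanation is a background of reads spread over the genome that was larger in the Control-sh library: 45 immune receptor, olfactory receptor and PRAME family features, whose known expression lies in lymphocytes, olfactory tissue or the germ line, had 44 METTL3-KD and 75 Control-sh counts, a ratio of 0.587 (0.395 to 0.862) against 0.897 for features with 1000 or more ONT counts. These counts are too few to decide it, since the interval reached 0.981 without OR9G1, 0.925 without IGHVII-30-21, 0.911 without OR11H2 and 0.902 without PRAMEF8, and a loss of weakly expressed nuclear transcripts through METTL3 knockdown stays open too, untested with 1 library per group.

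Of 842 features with 1000 or more ONT counts, 86 had fewer than 10 counts over both U2OS Illumina inputs. Reads shared with pseudogenes could not be decided: among 32 named features with 100 or more ONT counts, pseudogenes made up 57.1% of those with few Illumina counts and 55.6% of the others, an odds ratio of 1.06 (0.211 to 5.49). Single ONT reads counted more than once may contribute: 1113 of 5833 features shared both ONT counts with another feature, above the highest of 20 redrawn sets (958) and 1.24 times their mean, and the ONT counts sum to more than the read yields quoted from the study. How far this accounts for features with few Illumina counts stays open, since 1.24 lies under the 1.5 times set beforehand, and poly(A) selection and RNA fraction were not tested.

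Knockdown ratios showed little agreement between the assays. Counting error that hides shared changes is argued against: features higher in ONT and features lower in ONT, with median ONT ratios of 1.41 and -1.45, differed by 0.0617 (0.0279 to 0.0907) in median Illumina log2 ratio, where a shared change would give 1 or more if most features called in ONT are real. ONT calls numbered 627 higher and 633 lower, against 273 and 292 in simulated libraries without any difference where each read was counted 2 times. Differences between nuclear and poly(A) RNA, and spread between ONT libraries beyond counting error, stay open as untested.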

How the results depend on the processing

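The scaling on ONT-rich features, the restriction to features with 20 or more ONT counts, the filter of 200 counts and the halving of ONT counts were chosen after seeing the data. In nuclear input lower features outnumbered higher ones under each alternative. Total counts gave 32 higher and 2820 lower features, a filter of 5 counts 176 higher, a filter of 100 counts 2 and 354, a bound past 2-fold 1 and 33, and a 1.5-fold rule 603 and 3205. Only 22 and 36 were left among features with 20 or more ONT counts, where fewer features were tested, and scaling on features with 1000 or more ONT counts gave 6 and 4679. For ONT, a filter of 5 counts gave 966 higher features, a filter of 100 counts 106 higher and 109 lower, a bound past 2-fold 100 and 102, a 1.5-fold rule 1227 and 1235, and halved ONT counts 388 and 370. For SK-N-FI, a filter of 100 counts gave 1721 and 1999, a bound past 2-fold 1280 and 1357, and a 1.5-fold rule 5873 higher. For both assays together, total counts gave 1 higher and 7 lower, a filter of 5 counts 8 and 9, a filter of 100 counts 0 and 0, a bound past 2-fold 0 and 0, a 1.5-fold rule 63 and 15, the edgeR and DESeq2 block fits 0 and 0 each, and 200 or more counts in each assay 0 and 1. For ONT against Illumina, total counts gave 3182 higher and a filter of 100 counts 4294 lower features. Each count filter also re-estimated the scaling on the features it kept, and the cause of these shifts was not tested. The other 49 counts and correlations stayed within 1.5 times or the counting spread. Of the ratios of single named features, 246 stayed within their counting interval and 28 moved outside it, with no called feature changing sign. The gene lists and the METTL3 level gave no value under any setting. With 1 library per group, depth limits 2-fold statements to features with 20 or more counts.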

Other observations

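The ONT counts summed to 2686419 for Control-sh and 2300234 for METTL3-KD. These are higher than the read yields quoted from the study above.

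Among 2832 features with 200 or more counts in each assay, the SD of the knockdown log2 ratio was 0.169 in Illumina input, where counting alone gives 0.118, and 0.379 with ONT, where counting alone gives 0.207 if each read was counted 2 times.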
